A study of Homo sapiens with 12 samples.

How the data were processed

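LNCaP is a human prostate cancer cell line that depends on androgen receptor signalling. Chromatin immunoprecipitation with an antibody against the transcription factor p53, followed by sequencing (ChIP-seq), was used to locate p53 on chromatin. Per the labels' protocols, one culture received 2.5 µM nutlin-3a for 24 hours. Nutlin-3a blocks the binding of p53 to the ubiquitin ligase MDM2 and so stabilises p53. The other cultures were transfected with 30 pmol of small interfering RNA (siRNA) per well and fixed 3 days later. A scrambled siRNA served as control, and 2 siRNAs each were directed against VPRBP (a substrate receptor of a cullin-RING ubiquitin ligase, also named DCAF1) and OGT (O-GlcNAc transferase). The series describes 12 samples: 6 p53 ChIP libraries and 6 input libraries. The input samples were not used here.

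The authors deposited 1 list of peaks for each p53 ChIP library. Each list has 3 columns without a header: chromosome, start and end. The lists give no peak height, score, fold enrichment or p-value. The read aligner, the peak caller, its thresholds and the use of the input libraries are not stated in the labels or the files, so it is not known whether the same settings were used for all 6 lists. The number of sequenced reads behind each list is unknown. A library sequenced more deeply, or with a higher enrichment, yields more peaks at the same true occupancy, and no correction for this could be made. Peak width was used where a rank within a list was needed, because it is the only measure per peak in the files. Widths pile up at a sharp lower limit in every list, which differed between lists (105 to 185 bp). This limit is called the minimum width here, although 2 peaks of OGT siRNA 2 were narrower than its limit of 185 bp. The origin of these minima is not stated, so widths were ranked within a list.

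Neither the labels nor the files name the genome build. Of the 6316 peaks in all, 64 ended beyond the end of their chromosome in GRCh38 and 0 did so in GRCh37, with chromosome lengths taken from general knowledge. On chromosome 2, for example, the highest peak end was 243153913. Coordinates are therefore read as GRCh37 (hg19). Deposited starts were read as counted from 0 and are given here counted from 1, so each start is 1 higher than deposited. The gene table at hand describes GRCh38, and coordinates were not converted. For this reason no gene, exon or promoter is assigned to a peak. The planned searches for p53 response elements, for gene positions and for a fixed list of 32 p53 target genes were not analysed here. The planned analyses by peak score were not possible either, as the lists hold no score.

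Samples were grouped by their titles, with 1 library per condition and per siRNA. The 2 siRNAs against one target are different reagents and are reported side by side, never averaged. With 1 library per condition there is no replicate error, so no p-value compares conditions and every difference describes these libraries. A peak counted as shared with another list if it overlapped a peak of that list by at least 1 bp. The share of shared peaks is given with its Wilson 95% interval, which covers counting error over peaks only. To show the overlap that chance would give, the intervals of the first list were placed at random on the same chromosome 1000 times, at any position including assembly gaps. As an alternative they were moved at random within 50 kb of their own position. Regions were formed by merging the peaks of all 6 lists wherever they overlapped by at least 1 bp, and a region was assigned to each library with a peak in it. As a background for the regions called with both siRNAs and not with the control, each library of a trio (scrambled siRNA and the 2 siRNAs of a target) was put in the place of the control in turn. Regions named in the report were chosen by a rule fixed before the data were examined: up to 5 regions per set, ranked by the worst of their ranks in the lists concerned, by width in the absence of a score. The sets were regions with both siRNAs of a target and not with scrambled siRNA, the nutlin-3a list, the scrambled list and the regions found in every library.

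The alternatives were a reciprocal overlap of at least 50% of both peaks, a distance of up to 500 bp in place of overlap, chromosomes 1 to 22 and X only, lists without the regions found in every library, lists shortened to the 401 widest peaks (the length of the shortest list), and each siRNA alone. After the widths had been seen, a further alternative was added that kept peaks of at least 185 bp, the largest of the minimum widths. The overlap counts were tested on simulated data: of 1412 overlapping peaks planted in a list of the size of the VPRBP siRNA 1 list, 1412 were recovered, and of 383 planted in a list of the size of the scrambled list, 383 were recovered. All 90 overlap counts of the real lists under the 3 overlap rules were checked against bedtools 2.31.1 and were identical. Calculations were made in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.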

Results

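The occupancy of p53 on chromatin was compared in LNCaP cells after knockdown of VPRBP, after knockdown of OGT and after nutlin-3a, a compound that stabilises p53. The series title names VPRBP as a target of the androgen receptor and of OGT, and the comparisons address whether the p53-bound regions differ between these conditions. There was 1 p53 ChIP-seq library for each of scrambled siRNA, VPRBP siRNA 1, VPRBP siRNA 2, OGT siRNA 1, OGT siRNA 2 and nutlin-3a, and no replicates. The authors' peak lists gave the position and width of each peak and no measure of its height. Sequencing depth was unknown.

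The list of the scrambled siRNA library held 426 peaks, covering 110997 bp. Both VPRBP siRNA lists were several times longer. VPRBP siRNA 1 gave 2354 peaks over 601882 bp, 5.53 times the number of the control, and VPRBP siRNA 2 gave 2096 peaks over 571236 bp, 4.92 times the control. In contrast, the OGT siRNA lists were close to the control in length, with 401 peaks (116200 bp) for siRNA 1 and 466 peaks (134020 bp) for siRNA 2. Nutlin-3a gave 573 peaks over 176957 bp, 1.35 times the number with scrambled siRNA. No siRNA is named for the nutlin-3a culture, and no library came from cells given neither siRNA nor nutlin-3a. The effect of nutlin-3a therefore cannot be separated from that of transfection. The difference between the 2 siRNAs of a target was 258 peaks for VPRBP and 65 peaks for OGT. The excess of either VPRBP list over the control was thus larger than the difference between its siRNAs, whereas the differences of the OGT lists from the control, -25 peaks for siRNA 1 and 40 peaks for siRNA 2, had opposite signs. With peaks of at least 185 bp, the largest minimum width of any list, both differences were positive, at 49 and 145 peaks. Among the alternatives that did not themselves set the list length, the restriction to peaks of at least 185 bp moved the VPRBP peak numbers most. It left 1197 peaks for siRNA 1 and 1340 for siRNA 2, against 319 for the control.

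**Figure D1:**
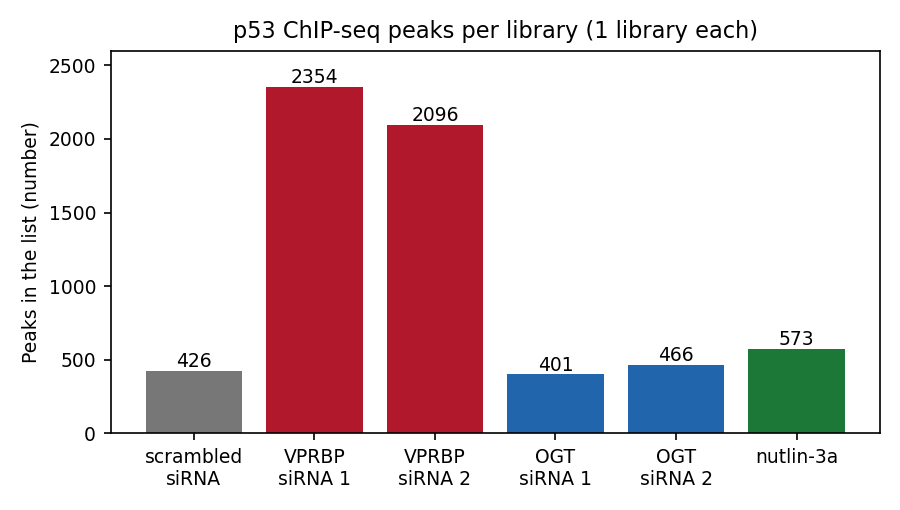
Number of peaks in the list of each p53 ChIP-seq library (vertical axis), with 1 library per bar and no error bars because there were no replicates. The VPRBP siRNA lists hold 2354 and 2096 peaks, and the other 4 lists hold between 401 and 573.

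Peaks were narrow in all lists. The median width was 224 bp with scrambled siRNA, 186 bp with VPRBP siRNA 1, 217 bp with VPRBP siRNA 2, 262 bp with either OGT siRNA and 274 bp after nutlin-3a. The commonest width was also the smallest in every list except that of OGT siRNA 2. It was 150 bp with scrambled siRNA (34 peaks), 105 bp with VPRBP siRNA 1 (188 peaks), 140 bp with VPRBP siRNA 2 (231 peaks), 175 bp with OGT siRNA 1 (16 peaks), 185 bp with OGT siRNA 2 (46 peaks) and 160 bp after nutlin-3a (13 peaks). Median widths were therefore taken over lists with different minimum widths. The OGT siRNA 2 list was the one list with peaks below its commonest width, 2 in number. They lay at chromosome 3, 196625861 to 196625879 (19 bp), and chromosome 18, 18520357 to 18520429 (73 bp). The widest peaks were 2021 and 2136 bp with VPRBP siRNA 1 and 2, and 951 to 1066 bp in the other lists.

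**Figure D2:**
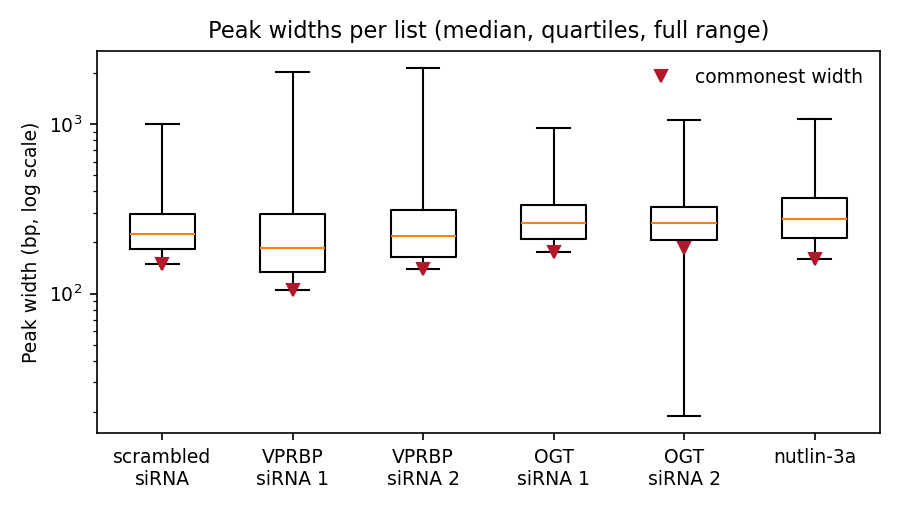
Width of the peaks of each list in bp on a log scale, as median (line), quartiles (box) and full range (whiskers), with the commonest width of each list as a triangle. The commonest width lies between 105 and 185 bp and at the lower end of each list, apart from the 2 shorter peaks with OGT siRNA 2.

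All lists overlapped far beyond chance. Over the 30 ordered pairs of lists, between 16.5% and 98.8% of the peaks of one list overlapped a peak of the other. In 1000 random placements on the same chromosome, at most 0.704% of the peaks of any list did so, and at most 3.05% when the peaks were moved within 50 kb. No placement reached the observed number in any of the pairs. The centres of overlapping peaks lay 21 to 36 bp apart (medians of the pairs). In each of the 30 pairs, the shared peaks had a larger median width than the unshared peaks of the same list.

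The effect of VPRBP knockdown was examined first. Nearly the whole control list was contained in the VPRBP lists: 407 of the 426 scrambled siRNA peaks (95.5%, 93.1 to 97.1%) overlapped a peak of VPRBP siRNA 1, and 412 (96.7%, 94.6 to 98.0%) overlapped one of siRNA 2. Conversely, 17.3% (15.8 to 18.9%) of the siRNA 1 peaks and 19.7% (18.0 to 21.4%) of the siRNA 2 peaks overlapped a control peak. This containment depended on the rule for overlap and on the length of the VPRBP lists. With a reciprocal overlap of at least 50%, 52.3% and 59.9% of the control peaks were shared with siRNA 1 and siRNA 2. When every list was shortened to its 401 widest peaks, the shares were 58.9% and 62.3%. The VPRBP lists also overlapped each other: 1581 of the 2096 siRNA 2 peaks (75.4%, 73.5 to 77.2%) overlapped a siRNA 1 peak, and 1591 of the 2354 siRNA 1 peaks (67.6%, 65.7 to 69.4%) overlapped a siRNA 2 peak. In lists of 401 peaks, 77.1% were shared between the siRNAs, more than the share that either had in common with the control list of that length.

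**Figure D3:**
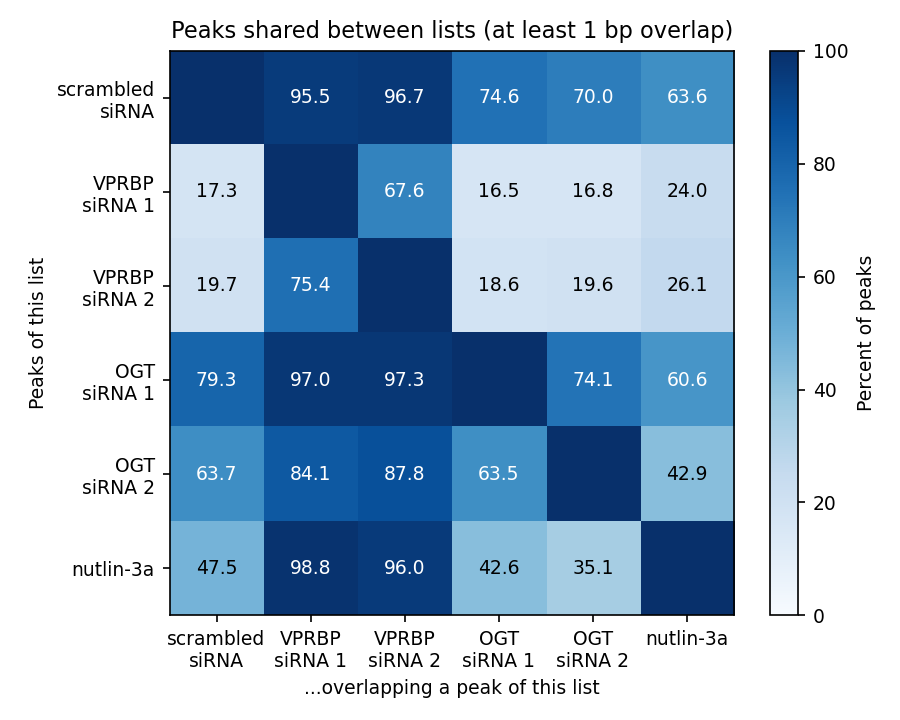
Percentage of the peaks of each list (rows) that overlap a peak of another list (columns) by at least 1 bp. Scrambled siRNA, OGT siRNA 1 and nutlin-3a peaks are found in the VPRBP lists at 95.5% or more, while 16.5% to 26.1% of the VPRBP peaks are found in the other 4 lists.

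Merging all lists gave 2918 regions, of which 177 were called in every library and 1268 in 1 library only. Both VPRBP siRNAs called 1579 regions. Of these, 401 were also called with scrambled siRNA and 1178 were not. Of the 425 regions called with scrambled siRNA, 9 were called with neither VPRBP siRNA. The numbers were smaller when the libraries changed places: 10 regions were called with scrambled siRNA and VPRBP siRNA 2 and not with VPRBP siRNA 1, and 5 with scrambled siRNA and VPRBP siRNA 1 and not with VPRBP siRNA 2. These 2 numbers are bounded by the 425 regions of the control list, whereas the 1178 are not. Of the 1178 regions, 276 (23.4%, 21.1 to 25.9%) were also called after nutlin-3a, 71 (6.03%) with OGT siRNA 1, 93 (7.89%) with OGT siRNA 2 and 35 (2.97%) with both OGT siRNAs. The number of such regions fell to 656 with peaks of at least 185 bp and to 89 with the 401 widest peaks of each list.

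The 5 regions of this set that ranked highest by width in both VPRBP lists were as follows. A region on chromosome 6, 109329981 to 109330828, held a peak of 848 bp with siRNA 1 and of 769 bp with siRNA 2, and was called in no other library. On chromosome 8, 95961494 to 95962378, the peaks were 793 and 859 bp wide, and OGT siRNA 1 gave a peak of 224 bp. A second region on chromosome 6, 110203224 to 110203888, had peaks of 665 and 626 bp, with 378 bp after nutlin-3a. The region on chromosome 12, 93178093 to 93178832, had peaks of 740 and 606 bp, with 215 bp for OGT siRNA 1 and 323 bp after nutlin-3a. On chromosome 1, 89267354 to 89268168, the widths were 815 and 596 bp, with 177 bp for OGT siRNA 1 and 269 bp after nutlin-3a. In the VPRBP siRNA 1 list these 5 regions ranked between 47 and 115 by width, and in the siRNA 2 list between 28 and 124.

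The peaks that the VPRBP lists shared with the control were among their widest. In the siRNA 1 list, peaks shared with scrambled siRNA had a median width of 467 bp and the remaining 1947 peaks one of 168 bp. In the siRNA 2 list the medians were 429.5 and 195 bp. Of the widest decile of the siRNA 1 list, 80.4% of the peaks were found with scrambled siRNA, 93.6% after nutlin-3a and all 235 with VPRBP siRNA 2. Of the narrowest decile, 0.837% were found with scrambled siRNA, 2.09% after nutlin-3a and 28.0% with VPRBP siRNA 2. In the siRNA 2 list, the shares in the widest decile were 84.2% (scrambled siRNA), 93.8% (nutlin-3a) and 99.5% (VPRBP siRNA 1). In its narrowest decile, they were 1.30% (3 of 231 peaks), 0.866% (2 of 231 peaks) and 35.5% in the same order.

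**Figure D4:**
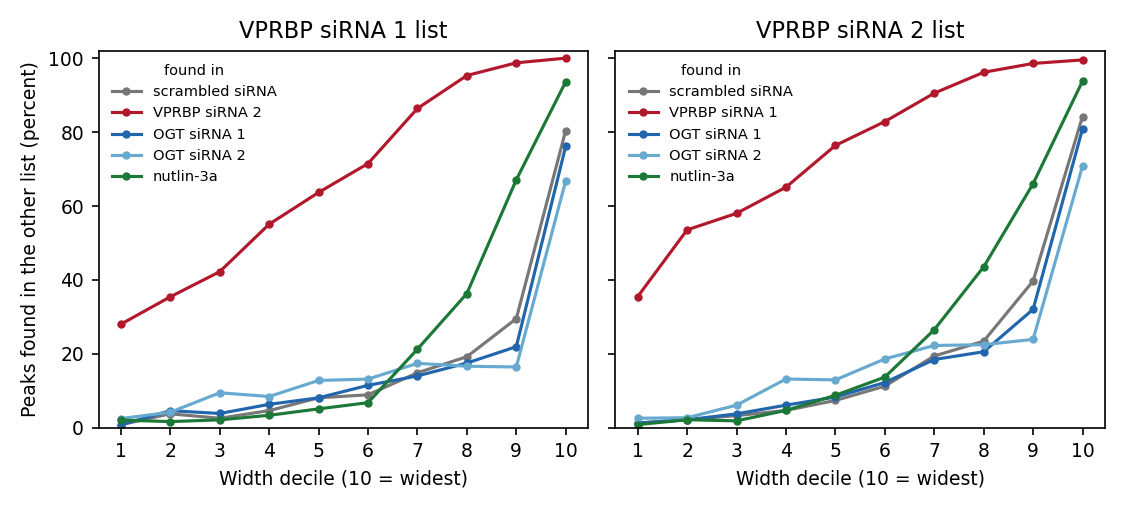
Percentage of the peaks of the VPRBP siRNA 1 list (left) and siRNA 2 list (right) found in each other list, by width decile within the list (10 is the widest). The shares are higher in the widest than in the narrowest decile for each other list. In the widest decile of siRNA 1, 100% of the peaks are found with the other VPRBP siRNA, 93.6% after nutlin-3a and 80.4% with scrambled siRNA.

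The same comparisons were made for OGT knockdown. Of the 401 OGT siRNA 1 peaks, 318 (79.3%, 75.1 to 83.0%) overlapped a control peak, and of the 466 OGT siRNA 2 peaks, 297 (63.7%, 59.3 to 68.0%) did so. In the whole lists, the OGT lists shared no more with each other than with the control: 74.1% (69.6 to 78.1%) of the siRNA 1 peaks overlapped a siRNA 2 peak, and 63.5% (59.1 to 67.8%) of the siRNA 2 peaks overlapped a siRNA 1 peak. This order depended on the setting. With peaks of at least 185 bp, OGT siRNA 1 shared 76.6% of its peaks with OGT siRNA 2 and 68.8% with the control, and OGT siRNA 2 shared 60.6% with OGT siRNA 1 and 52.8% with the control. In lists of 401 peaks, OGT siRNA 2 shared 68.8% with OGT siRNA 1 and 66.6% with the control, while OGT siRNA 1 shared 69.1% with OGT siRNA 2 and 77.1% with the control. Both OGT siRNAs called 296 regions, of which 258 were also called with scrambled siRNA and 38 were not. This number did not exceed what an exchange of the libraries gave, since 39 regions were called with scrambled siRNA and OGT siRNA 2 and not with OGT siRNA 1, and 59 with scrambled siRNA and OGT siRNA 1 and not with OGT siRNA 2. With peaks of at least 185 bp the 38 regions became 62, at a step that removed 107 peaks from the control list and 33 and 2 from the OGT lists. Taken alone, OGT siRNA 1 gave 82 regions outside the control list and OGT siRNA 2 gave 169.

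Within the 38 regions, those ranking highest by width lay on chromosome 6, 157542306 to 157542609 (248 bp with OGT siRNA 1 and 304 bp with OGT siRNA 2), chromosome 5, 137901868 to 137902138 (239 and 271 bp), chromosome 17, 26824970 to 26825293 (238 and 281 bp), chromosome 11, 121349019 to 121349302 (231 and 256 bp), and chromosome 1, 868494 to 868802 (230 and 270 bp). Each of these 5 regions was also called with both VPRBP siRNAs. None was called after nutlin-3a. They ranked between 224 and 262 by width among the 401 peaks of OGT siRNA 1 and between 149 and 245 among the 466 peaks of OGT siRNA 2.

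OGT peaks were mostly contained in the VPRBP lists. For OGT siRNA 1, 97.0% (94.8 to 98.3%) of the peaks overlapped a VPRBP siRNA 1 peak and 97.3% (95.2 to 98.5%) a VPRBP siRNA 2 peak. For OGT siRNA 2 these shares were 84.1% (80.5 to 87.2%) and 87.8% (84.5 to 90.4%). Of the 38 regions called with both OGT siRNAs and not with scrambled siRNA, 35 (92.1%, 79.2 to 97.3%) were called with both VPRBP siRNAs. Both comparisons used the same control library, so a region missed in it by chance would enter both sets. With OGT siRNA 1 or OGT siRNA 2 in the place of the control the shares were 87.2% and 94.9%, so the observed share did not stand apart. With lists of 401 peaks, the OGT siRNA 1 list shared 55.1% and 58.4% of its peaks with VPRBP siRNA 1 and 2, and the OGT siRNA 2 list 42.1% and 44.6%.

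Nutlin-3a served as the condition in which p53 itself is stabilised. Of its 573 peaks, 272 (47.5%, 43.4 to 51.6%) overlapped a scrambled siRNA peak, 244 (42.6%, 38.6 to 46.7%) an OGT siRNA 1 peak and 201 (35.1%, 31.3 to 39.1%) an OGT siRNA 2 peak. The VPRBP lists contained nearly all of them, with 566 (98.8%, 97.5 to 99.4%) for siRNA 1 and 550 (96.0%, 94.0 to 97.3%) for siRNA 2. In lists of equal length the shares with the VPRBP lists were lower and the other 3 were higher. In lists of 401 peaks, nutlin-3a shared 72.3% and 70.8% of its peaks with VPRBP siRNA 1 and 2, 58.1% with scrambled siRNA, 53.4% with OGT siRNA 1 and 39.7% with OGT siRNA 2. Counted from the control list, 63.6% (58.9 to 68.0%) of the scrambled siRNA peaks overlapped a nutlin-3a peak.

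The regions that separated nutlin-3a from scrambled siRNA were followed in the other libraries. There were 299 regions called after nutlin-3a and not with scrambled siRNA. Of these, 292 (97.7%, 95.2 to 98.9%) were called with VPRBP siRNA 1, 277 (92.6%, 89.1 to 95.1%) with VPRBP siRNA 2, 20 (6.69%, 4.37 to 10.1%) with OGT siRNA 1 and 11 (3.68%, 2.07 to 6.47%) with OGT siRNA 2. The opposite set, called with scrambled siRNA and not after nutlin-3a, numbered 154 regions. Of these, 135 (87.7%, 81.5 to 92.0%) were called with VPRBP siRNA 1, 140 (90.9%, 85.3 to 94.5%) with VPRBP siRNA 2, 95 (61.7%, 53.8 to 69.0%) with OGT siRNA 1 and 108 (70.1%, 62.5 to 76.8%) with OGT siRNA 2. The 271 regions common to nutlin-3a and scrambled siRNA were all called with both VPRBP siRNAs, and 177 of them with both OGT siRNAs.

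The widest regions of the nutlin-3a and scrambled lists were followed in the other libraries. The 5 widest of the nutlin-3a list were called in all 6 libraries. They lay on chromosome 5, 110829974 to 110831349, with 1066 bp after nutlin-3a and 554 bp with scrambled siRNA; chromosome 17, 37202315 to 37203925, with 972 and 931 bp; chromosome 13, 114539858 to 114541166, with 890 and 997 bp; chromosome 1, 181103291 to 181105139, with 827 and 605 bp; and chromosome 12, 125422727 to 125424313, with 810 and 800 bp. The regions on chromosomes 13, 17 and 12 were also the 3 widest of the scrambled list. The next widest of that list lay on chromosome 19, 18475102 to 18476058, with 782 bp, and chromosome 7, 154915657 to 154916496, with 771 bp. The last was a single peak of 686 to 840 bp in all siRNA lists, and 2 peaks of 184 and 200 bp after nutlin-3a, where its best rank was 463 of 573. By the worst of its 6 ranks, the region on chromosome 12 came first of the 177 regions called in every library, with widths of 1530 and 1430 bp for VPRBP siRNA 1 and 2, 772 and 901 bp for OGT siRNA 1 and 2, and ranks between 2 and 6. The regions on chromosomes 1 and 13 came next, followed by a second region on chromosome 13, 51102944 to 51104247, and the region on chromosome 17.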

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

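The test on peaks found in no other list was chosen only after the result was seen, as was the margin of 10 peaks used to call numbers about equal. The test on minimum width was written down before its result was seen, but its reading was changed afterwards, as described here.

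The OGT siRNA lists lay on opposite sides of the control in length. The difference from scrambled siRNA was -25 peaks for siRNA 1 and 40 peaks for siRNA 2. With 1 library each, this difference between the siRNAs was not tested. Peaks found in no other list were examined as a source. OGT siRNA 2 held 44 of them, against 6 with scrambled siRNA and 4 with OGT siRNA 1. Among peaks shared with at least 1 other list, OGT siRNA 2 exceeded the control by 2 peaks, so such peaks are a candidate source of its excess. They are argued against for OGT siRNA 1, whose difference among shared peaks was still -23.

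The lists also have different minimum widths, 150 bp in the control and 175 and 185 bp for OGT siRNA 1 and 2. With peaks of at least 185 bp both OGT lists exceeded the control, by 49 and 145 peaks. Under the reading written beforehand, both lists on the same side would have counted in favour of minimum width as the cause. That reading was set aside once the values were known, because the step removes 107 peaks from the control, 33 from OGT siRNA 1 and 2 from OGT siRNA 2, numbers that the minimum widths themselves largely fix. Minimum width and a true difference in the number of sites therefore cannot be told apart here. Sequencing depth, the peak-calling settings and a difference between the siRNAs in the cells stay open and untested.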

How the results depend on the processing

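The restriction to peaks of at least 185 bp was chosen after the widths had been seen; the other settings were fixed beforehand. The cause of a change was not tested unless given here. Restriction to chromosomes 1 to 22 and X removed at most 7 peaks from a list, so it could change little. It changed none of the 23 main results by more than their interval or by 1.5 times. Counting peaks within 500 bp as shared did not do so either in the 17 results it bears on. With peaks of at least 185 bp the difference of OGT siRNA 1 from scrambled siRNA reversed, from -25 to 49 peaks, and that of OGT siRNA 2 grew from 40 to 145 peaks. This setting removed 107 control peaks, 33 of OGT siRNA 1 and 2 of OGT siRNA 2. The order of the OGT overlaps changed as well: both OGT lists then shared more with each other (76.6% of siRNA 1 and 60.6% of siRNA 2) than with the control, unlike in the whole lists. In lists of 401 peaks this held for siRNA 2 (68.8% against 66.6%) and not for siRNA 1. Both differences in peak number kept their sign on chromosomes 1 to 22 and X and without the regions called in every library. Both steps take nearly equal numbers of peaks from the control and OGT lists, so they could hardly change a difference. Moving the random placements to within 50 kb raised the largest chance share from 0.704% to 3.05%.

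A reciprocal overlap of at least 50% lowered most shares. The lists call peaks of different width, and the rule excludes a narrow peak inside a wide one by its construction. The share of scrambled siRNA peaks found in another list became 52.3% (VPRBP siRNA 1), 59.9% (VPRBP siRNA 2) and 55.9% (nutlin-3a). The share of OGT siRNA 1 peaks became 60.8% (VPRBP siRNA 1), 70.3% (VPRBP siRNA 2) and 55.6% (nutlin-3a), and that of OGT siRNA 2 peaks 52.8%, 66.3% and 37.3%. Nutlin-3a peaks were shared at 75.7% with VPRBP siRNA 1 and 85.3% with VPRBP siRNA 2, and VPRBP siRNA 2 peaks at 71.5% with siRNA 1.

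Shortening each list to its 401 widest peaks leaves fewer VPRBP peaks to overlap by construction. The shares of scrambled siRNA peaks became 58.9% (VPRBP siRNA 1), 62.3% (VPRBP siRNA 2) and 58.1% (nutlin-3a), those of OGT siRNA 1 peaks 55.1% (VPRBP siRNA 1), 58.4% (VPRBP siRNA 2), 53.4% (nutlin-3a) and 69.1% (OGT siRNA 2), and those of OGT siRNA 2 peaks 42.1% (VPRBP siRNA 1) and 44.6% (VPRBP siRNA 2). Nutlin-3a peaks were shared at 72.3% and 70.8% with the VPRBP lists. The regions called with both VPRBP siRNAs and not with scrambled siRNA fell from 1178 to 89.

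Keeping peaks of at least 185 bp left 1197 and 1340 peaks in the VPRBP siRNA 1 and 2 lists, 656 regions with both VPRBP siRNAs and not with scrambled siRNA, and 62 such regions for OGT. OGT siRNA 1 peaks were shared at 85.6% (VPRBP siRNA 1), 92.7% (VPRBP siRNA 2) and 68.8% (scrambled siRNA), OGT siRNA 2 peaks at 66.8%, 80.0% and 52.8%, scrambled siRNA peaks at 92.2% (VPRBP siRNA 1) and 71.8% (nutlin-3a), nutlin-3a peaks at 95.4% (VPRBP siRNA 1) and VPRBP siRNA 2 peaks at 70.7% (siRNA 1). The share of scrambled siRNA peaks found after nutlin-3a rose, from 63.6%, and the other shares named here fell. Counted from the other list of each of these pairs, the shares moved in the opposite direction. For example, the share of VPRBP siRNA 1 peaks found with siRNA 2 rose from 67.6% to 79.4%. That of nutlin-3a peaks found with scrambled siRNA fell from 47.5% to 46.1%. The setting removed 1157 and 756 peaks from the VPRBP siRNA 1 and 2 lists, 107 from scrambled siRNA and 76 from nutlin-3a. It removed 33 and 2 from the OGT lists. In each of these pairs, the share rose in the list that lost the larger part of its peaks. Unshared peaks were the narrower ones in every pair of whole lists, so the cut itself largely gives these directions. No other cause was tested.

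Without the regions called in every library, 249 (scrambled siRNA), 223 (OGT siRNA 1) and 289 (OGT siRNA 2) peaks were left. By construction, the shares fell: for scrambled siRNA to 92.4% (VPRBP siRNA 1), 94.4% (VPRBP siRNA 2) and 37.8% (nutlin-3a), for OGT siRNA 1 to 94.6%, 95.1% and 29.1% in the same order, 63.2% (scrambled siRNA) and 53.8% (OGT siRNA 2), for OGT siRNA 2 to 74.4%, 80.3%, 7.96% and 41.5% (scrambled siRNA), and for VPRBP siRNA 2 to 73.1% (siRNA 1). With siRNA 1 alone, 1934 regions lay outside the control list for VPRBP and 82 for OGT. With siRNA 2 alone, 1683 did so for VPRBP and 169 for OGT.

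Alternatives by peak score were not run because the lists hold no score. Those for p53 response elements, gene positions and p53 target genes were not run because no genome of the build of the lists was used here. The unknown depth limits all counts: a longer list cannot be separated from a more sensitive library.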

Other observations

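The tests of scattered calls, of a single order of sites (by widths, by calls in the OGT lists and in lists of equal length), of the order of the scrambled list and of clusters as the whole excess of OGT siRNA 2 were chosen only after the result was seen. The other tests were written down before their results were seen. Of these, the 3 that rest on width percentiles were set aside afterwards, because their outcome was largely fixed by how the peaks were chosen. Peak width stands in for peak strength throughout, as no height was given.

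The length of the VPRBP lists was weighed against technical causes. A smaller minimum width in these lists would give more narrow calls, but among peaks of at least 185 bp the VPRBP siRNA 1 and 2 lists still held 3.75 and 4.20 times as many as the control, although this step took more peaks from the VPRBP lists than from any other. Extra calls scattered over the genome are argued against for the part that the siRNAs share. Of the 1947 VPRBP siRNA 1 peaks outside the control list, 1189 (61.1%, 58.9 to 63.2%) overlapped a siRNA 2 peak. In 1000 random moves within 50 kb, at most 17 did. These moves bear only on calls at random positions, and whether the shared peaks are p53 sites was not tested. Scattered calls stay open for the peaks found in no other list, 730 with siRNA 1 (31.0%) and 478 with siRNA 2 (22.8%). A lower detection limit on the same order of sites cannot be told apart from other causes by width. Peaks shared with the control had a median width percentile of 88.6 in the siRNA 1 list and 87.5 in the siRNA 2 list, but shared peaks were the wider ones in each of the 30 ordered pairs of lists. Deeper sequencing, stronger enrichment, a looser calling threshold and a true rise of p53 occupancy stay open as reasons for longer lists. A change of depth or threshold alone would keep the order of sites by strength. Whether it keeps their order by width was not tested. Lists of 401 peaks were ranked by width. Their comparison therefore cannot decide whether such a change was the only difference between the VPRBP and OGT libraries.

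The nutlin-3a peaks were followed in the same way. Of the 301 nutlin-3a peaks outside the control list, 97.7% and 92.4% were found in the VPRBP siRNA 1 and 2 lists, against 6.98% and 3.65% in the OGT lists. Longer lists were the first explanation tested. Among the 401 widest VPRBP peaks, 37.5% (siRNA 1) and 30.6% (siRNA 2) of these nutlin-3a peaks were still found, where the OGT lists of the same length held 6.98% and 2.66%, so list length alone is argued against. A lower detection limit on the order of sites of the scrambled list was examined with the 155 scrambled siRNA peaks outside the nutlin-3a list, of which 11.6% (7.47 to 17.6%) were among the 401 widest of VPRBP siRNA 1 and 14.2% (9.56 to 20.6%) among those of siRNA 2. On exactly that order, these control peaks, narrow ones included, would rank above nutlin-3a peaks outside the control list. The nutlin-3a shares were higher instead, at 37.5% (32.3 to 43.1%) for siRNA 1 and 30.6% (25.6 to 36.0%) for siRNA 2. The intervals do not overlap, but the test cannot decide on a lower detection limit. An exact order by width was already not kept in lists of 401 peaks. There, 58.9% and 62.3% of the scrambled siRNA peaks were shared with VPRBP siRNA 1 and 2. A looser order stays open, because the 155 control peaks were narrow, with a median width percentile of 26.9 in their own list.

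The nutlin-3a and scrambled lists each held regions that the other lacked. Of the 154 regions called with scrambled siRNA and not after nutlin-3a, 79.2% (72.1 to 84.9%) were called with at least 1 OGT siRNA. Of the 299 regions called after nutlin-3a and not with scrambled siRNA, 9.36% (6.56 to 13.2%) were. These shares do not bear on a single order of site strength shared by all libraries, because the nutlin-3a list is longer and its own regions would lie lower in such an order. A comparison of widths did not decide it either. The 248 regions called after nutlin-3a and with both VPRBP siRNAs, and in no other library, were set against the 77 regions called in all 5 siRNA libraries and not after nutlin-3a. The peak of the first kind was the wider one in 70.2% of pairs (bootstrap 95% interval 63.6 to 76.6%) in the VPRBP siRNA 1 list, but in 55.8% (48.7 to 62.8%) in the siRNA 2 list, an interval that includes equal width.

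Lists of equal length were compared after these undecided results. With 401 peaks in each list, 168 scrambled siRNA peaks lay outside the nutlin-3a list and 168 nutlin-3a peaks outside the scrambled list. The scrambled siRNA peaks were found more often in the OGT lists, at 66.1% (58.6 to 72.8%) for siRNA 1 and 67.3% (59.8 to 73.9%) for siRNA 2, against 9.52% (5.95 to 14.9%) and 2.98% (1.28 to 6.78%) of the nutlin-3a peaks. In the VPRBP lists the order was the opposite. There, 16.67% (11.79 to 23.03%) and 22.02% (16.42 to 28.88%) of the scrambled siRNA peaks were found with siRNA 1 and 2, against 48.8% (41.4 to 56.3%) and 42.3% (35.0 to 49.8%) of the nutlin-3a peaks. A single order by width shared by all libraries would place the same kind of peak first in the OGT and the VPRBP lists. Such an order by width is argued against. The narrowest peak kept was 150 bp with scrambled siRNA and 226 bp after nutlin-3a. It was 175 and 191 bp with OGT siRNA 1 and 2, and 375 and 350 bp with VPRBP siRNA 1 and 2. Whether depth or threshold alone changes the order by width was not tested, so a single order by strength stays open. As a hypothesis, knockdown of VPRBP may have raised sites found after nutlin-3a more than other sites of the control. Whether nutlin-3a itself raised them cannot be told without a library of untreated cells. Peak shape that differs between the kinds of site, batch, and differences in peak calling between the libraries stay open and were not tested.

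For the 77 regions called in all 5 siRNA libraries and not after nutlin-3a, weak sites that the nutlin-3a calling missed cannot be told apart from sites that nutlin-3a does not raise. Their peaks had a median width percentile of 64.4 in the VPRBP siRNA 1 list and 69.0 in the siRNA 2 list. That is below the 95.6 and 94.9 of regions called in every library, which were chosen for being called everywhere, and above the 50.3 and 41.8 of regions called with both VPRBP siRNAs alone. The 248 regions called after nutlin-3a and with both VPRBP siRNAs, and in no other library, stood at 78.8 and 73.2. The labels name no siRNA for the nutlin-3a library, so treatment and transfection cannot be told apart, and a difference in depth or peak calling between these libraries stays open.

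The OGT siRNA 2 list held 44 peaks found in no other list (9.44% of the list, 7.11 to 12.4%), against 6 with scrambled siRNA, 4 with OGT siRNA 1 and 6 after nutlin-3a. Of these 44 peaks, 14 (31.8%) lay within 10 kb of another peak of the list, compared with 7.35% (5.22 to 10.2%) of its other peaks. Peaks of one cluster are not independent, so this interval is too narrow to compare the shares. Of the 44 peaks, 13 formed 3 runs (at least 3 peaks with gaps under 1 Mb). The runs lay on chromosome 15, 20308264 to 21313085 (5 peaks), chromosome 2, 87622907 to 87644512 (4 peaks), and chromosome 22, 17039052 to 17049390 (4 peaks). Calls in clusters, as over repeated or amplified sequence, are a candidate explanation for this part. They are argued against as the whole of the excess: without the peaks that have a neighbour within 10 kb, 30 were left, more than the 6, 4 and 6 of the other short lists. The 44 peaks were narrow, with a median width percentile of 18.3. Peaks found in no other list were narrow elsewhere too, at 22.5 with scrambled siRNA, 7.61 with OGT siRNA 1 and 16.9 after nutlin-3a, so this does not show why OGT siRNA 2 held more of them, and weak calls near the detection limit stay open. No biological explanation was tested. The OGT siRNA 2 list was also the one with 2 peaks narrower than its commonest width of 185 bp. The origin of these 2 peaks was not tested.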
